A study of Cricetulus griseus with 8 samples.

How the data were processed

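RNA was measured in LR73 cells, a Chinese hamster fibroblast line, in 4 libraries of cells alone and 4 libraries of cells co-cultured with apoptotic human Jurkat cells. Per the labels, the Jurkat cells were treated with UV-C light and kept in culture before they were added, total RNA was extracted with a column kit, and mRNA libraries were made with a TruSeq kit. The length of the co-culture, and whether cells alone received a change of medium, are not given in the sources used here. FastQC, STAR, featureCounts and DESeq2 are named, without versions, in the submitters' processing notes. The genome build and annotation, the strand setting of the counting, and how reads that fit both species were treated are not given in the sources used here. A read from human RNA that resembles a hamster transcript can therefore be counted under the hamster gene, and reads of near-identical gene copies can be split between them.

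The authors deposited 1 table with 8 columns of per-library signal, which the values show to be gene counts divided by 1 size factor per library. In every library 100% of the values were whole multiples of the value of 1 read within a tolerance of 0.01 reads, so whole reads were recovered. The deposited table also held the authors' mean signal, log2 fold change, standard error, a test score and p-values, per the file headers. The deposited log2 fold changes ran from -1.09 to 0.976 and are drawn towards 0, and these statistics were used only for the count of genes called in the authors' deposited table. Columns were matched to the labels by replicate number and by whether the column name held the letters AC. A further prefix in these names is not explained by the labels.

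The table held 26776 named genes, of which 6857 had no reads. A row without a gene name held 0.14 to 0.176% of the reads per library and was left out. The recovered reads in named genes came to 22.7 to 29.7 M (mega) reads per library. Symbols were used as the table gives them, and 21621 of them (80.7%) were found in the RefSeq table for the species. Names that are LOC numbers came to 11415, of which 661 have another symbol in the RefSeq table, and lists were matched again under those symbols as an alternative. No genome was used here, so no positions are given and neither GC content nor gene length was examined.

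The tests, gene lists, rule for named genes and most alternatives were chosen before the data were examined. The design foresaw that the table could hold normalized values, and for that case fixed limma-trend on log2(normalized count + 1) for genes with a mean of at least 10 normalized counts, with group as the only term and a Benjamini-Hochberg adjusted p under 0.05. A fold change on this scale understates the change of genes with low values. The 13494 genes that met the filter were tested in R 4.3.3 with limma 3.58.1. Since reads were recovered, count tests were added: edgeR 4.0.16 (quasi-likelihood, TMM factors and its own expression filter) called 1564 genes, edgeR with median-of-ratios factors 1562, and DESeq2 1.42.0 called 1595, of which 1546, 1550 and 1458 were also called by limma in the same direction. Figures were drawn with matplotlib 3.10.9.

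Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and with fry, with Benjamini-Hochberg adjustment over the lists. Of 31 lists, 4 had fewer than 5 tested members and were only described. Camera called 16 of the other 27, of which 5 held with an estimated correlation: cholesterol synthesis and uptake, G2/M and mitosis, interferon response, hypoxia targets and lysosome. Fry, which asks whether the members of a list move on balance in 1 direction, called 16 lists, and its mixed test, for change in either direction, 24. Solute carriers were all symbols that start with Slc and a digit, and their share of called genes was set against that of other tested genes with Fisher's exact test. Lists of T cell, myeloid and epithelial markers covered cells that the fibroblast line is not.

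Named genes were the 8 largest rises and 8 largest falls among called genes with a mean of at least 100 normalized counts, a symbol that is not a placeholder and no overlap between the groups, the 6 solute carriers higher and 4 lower with the smallest adjusted p, the 2 members with the smallest adjusted p of each other list with a called member, and a fixed set chosen regardless of values: Slc2a1, Slc16a1, Slc16a3, Sgk1, Ldha, Hk2, Abca1, Slc12a2, Slc12a4, Cd3e and Ptprc. Coro1a, also in that set, was not analysed here. A lysosome list member that the rule picks is not reported here.

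The limma and camera steps were tested on simulated counts for this comparison with the depths of the 8 libraries and, among 13481 tested, 200 changed genes and a list of 30 further genes changed 1.3-fold. Of genes changed 1.2-fold, 28 of 67 were recovered (41.8%), of those changed 1.5-fold 55 of 67 (82.1%), and of those changed 2-fold 62 of 66 (93.9%), and of the list 19 of 30. Among 169 calls, 5 were of unchanged genes (3.0%). The changed list had a camera p of 3.5e-51 and an unchanged list 0.89. A single unchanged list gives no error rate for camera.

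The alternatives were no filter beyond a value above 0, a mean of at least 100, pseudocounts of 0.1 and 10, the replicate number as a block, and each library left out in turn. Those added after the data were seen were the count tests, TMM scaling, array weights and the renamed LOC symbols. Alternatives planned for a table that held only the authors' statistics were not needed and were not run.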

Results

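RNA was sequenced from LR73 cells, a Chinese hamster fibroblast line that engulfs dying cells, kept alone (4 libraries) or cultured together with apoptotic Jurkat cells (4 libraries). Jurkat is a human T cell line, and per the labels its cells were treated with UV-C light before they met the phagocytes. The series design text calls the 4 libraries of a group biological replicates, and the labels do not say how the cultures were separated. The libraries held 22.7 to 29.7 M (mega) reads in named genes. Those of phagocytes alone held 26.3, 29.7, 24.4 and 24.1 M reads, and those of the co-cultures 25.5, 22.7, 22.9 and 25.7 M reads, in the order of their numbers. A gene with a mean of at least 100 normalized counts had a median SE of 0.06 for its log2 fold change. The comparison asked which hamster transcripts change when phagocytes meet apoptotic cells, with particular interest, per the series title, in solute carriers, glucose uptake and lactate release.

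With apoptotic cells, 19 of 21 tested genes of cholesterol synthesis and uptake fell and 24 of 33 genes of G2/M and mitosis rose, both by limma. Among genes with a mean of at least 100 normalized counts, the largest rise was that of Ca4, a membrane-bound carbonic anhydrase, from 93.5 ± 2.39 to 226 ± 13.2 normalized counts (SD, n = 4 per group), a log2 fold change of 1.26 (SE 0.07, limma adjusted p = 6.96e-06). Slc14a1, a urea transporter, rose by 1.24 (SE 0.12), the immediate early transcription factor Egr3 by 1.01 (SE 0.10) and the lysophosphatidic acid receptor Lpar1 by 0.92 (SE 0.03) on the log2 scale. Lpar1 went from 1075 ± 19.9 to 2030 ± 26.9 normalized counts (limma adjusted p = 3e-07). Camk1d, a calcium-dependent kinase (0.76), Gbgt1, a glycolipid glycosyltransferase (0.65), the DNA helicase Pif1 (0.64) and the scaffold gene Cnksr2 (0.63) completed the 8 largest rises. The largest fall was that of Hmgcs1, the cytosolic HMG-CoA synthase, from 8342 ± 49.1 to 3840 ± 111 normalized counts (log2 fold change -1.12, SE 0.03, limma adjusted p = 2.62e-08). Trib3, a pseudokinase induced by stress, fell by 1.04, and the sterol genes Insig1, Msmo1 and Idi1 fell by 0.94, 0.88 and 0.76 on the log2 scale. Parp10, an ADP-ribosyltransferase (-0.76), Sqstm1, the autophagy receptor p62 (-0.72), and the stress gene Nupr1 (-0.71) made up the rest of the 8 largest falls. The rule behind these 16 genes required that the groups not overlap and left out placeholder symbols such as LOC numbers. Prlh, listed under a LOC number and named after its values were seen, fell by 0.89 on the log2 scale (SE 0.125, limma adjusted p = 0.00166). The Cnksr2 call was lost when alone library 3 or any 1 co-culture library was left out (adjusted p = 0.0543 to 0.0935).

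Of 13494 genes tested, 858 were higher and 716 lower with apoptotic cells by limma at an adjusted p under 0.05. Most changes were small, with a median change of 17.0% among genes that rose and -16.6% among genes that fell. At least 1.5-fold rises were seen in 67 of the called genes and falls of that size in 81, and at least 2-fold changes in 21 and 15. The groups did not overlap in 2854 tested genes, 21.2% of them, where chance gives 2.9%, and 1546 of the 1574 called genes were among these. The authors' deposited table gave 878 genes higher and 718 lower at the same threshold among 13093 genes, and 1461 of them were called here in the same direction. The counts moved with the libraries kept. Alone library 1 stood apart from the other libraries of its group, and without it 1811 genes were higher and 1694 lower, including 1564 of the 1574 called with all libraries. Leaving out alone library 3 gave 497 and 386, and leaving out co-culture library 1, 2, 3 or 4 gave 416 and 356, 482 and 391, 445 and 380, or 479 and 414.

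**Figure D1:**
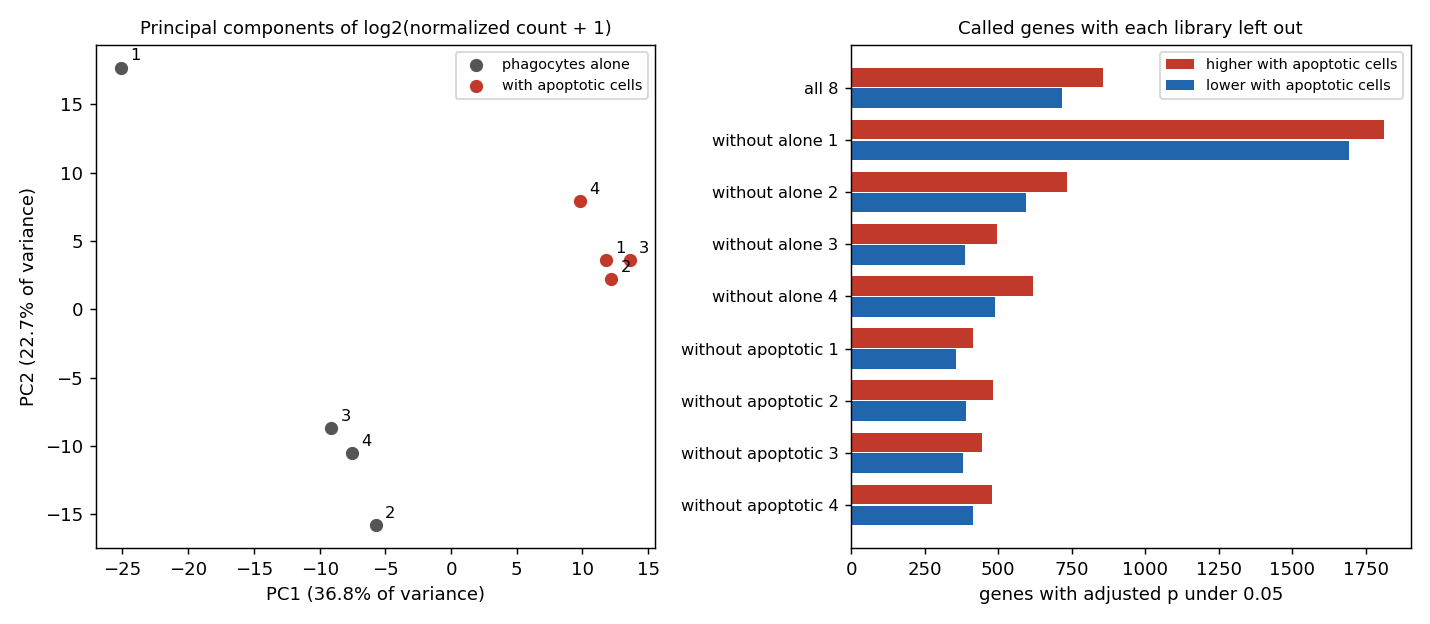
Left, the 8 libraries on the first principal components of log2(normalized count + 1), with replicate numbers beside the points. Right, genes with a limma adjusted p under 0.05 with all libraries and with each library left out, with 858 higher and 716 lower with all 8, 1811 and 1694 without alone library 1, and 416 and 356 without co-culture library 1.

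Alone library 1 lay at -25.1 on the leading principal component, which held 36.8% of the variance, while the other alone libraries lay between -9.1 and -5.7 and the co-cultures between 9.8 and 13.6. Its ribosomal protein transcripts had a median deviation of 0.28 on the log2 scale from the rest of its group, and its nuclear oxidative phosphorylation transcripts also 0.28. No pair of replicates looked like a library deposited again, since chi-square per degree of freedom ran from 1.56 to 3.26 among pairs within a group that left out alone library 1, and from 16.6 to 30.7 for the pairs of alone libraries that held it. T cell transcripts at trace level moved with the co-cultures. Of 30 T cell markers with 5 or fewer reads in all libraries of phagocytes alone together, 19 had more reads in the co-cultures and 2 had fewer, with 18 reads against 165 in total. Cd3e, a T cell receptor subunit, had 0 against 0.49 normalized counts, and Ptprc, the leukocyte antigen CD45, 0.76 against 3.60, both too low to be tested.

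Solute carriers, membrane transporters of sugars, ions, amino acids and other solutes, changed in both directions. Of 180 tested genes matched by the start of their symbol, 15 rose and 11 fell at the threshold over all genes, and 18 and 12 when adjusted over the list alone. Slc2a1, the glucose transporter GLUT1, rose from 1702 ± 101 to 2590 ± 67.4 normalized counts (SD, n = 4 per group), a log2 fold change of 0.61 (SE 0.05, limma adjusted p = 3.68e-05). Slc4a1ap, Slc7a6os and Slc9a3r1, named after their values were seen, match that start but do not encode transporters, and none of the 3 was called by limma. The urea transporter Slc14a1 rose from 64.9 ± 11.4 to 153 ± 10.4 normalized counts. Slc12a2, the sodium-potassium-chloride cotransporter NKCC1, rose by 0.39 (SE 0.04), the sodium bicarbonate cotransporter Slc4a7 by 0.40 (SE 0.05), the cationic amino acid transporter subunit Slc7a7 by 0.57 (SE 0.07) and the phosphate transporter Slc20a1 by 0.22 (SE 0.03) on the log2 scale. Slc16a1, the monocarboxylate transporter MCT1 that carries lactate, rose from 8462 ± 290 to 9499 ± 197 normalized counts, by 0.17 (SE 0.03, limma adjusted p = 0.0108).

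Among the solute carriers that fell, the copper transporter Slc31a2 went from 476 ± 24.5 to 331 ± 13.5 normalized counts, a log2 fold change of -0.52 (SE 0.06, limma adjusted p = 0.000348). The neutral amino acid transporter Slc1a4 and the serotonin transporter Slc6a4 each fell by 0.54 on the log2 scale, and Slc45a1 by 0.26. Slc12a4, the potassium-chloride cotransporter KCC1, stood at 2419 ± 154 and 2449 ± 79.4 normalized counts (log2 fold change 0.02, SE 0.05, limma adjusted p = 0.826), with -0.02 without alone library 1. Slc16a3, the lactate exporter MCT4, was too low to be tested, at mean levels of 3.08 and 2.88 normalized counts. Called genes were 14.4% of the solute carriers and 11.6% of all other tested genes, an odds ratio of 1.28 (95% interval 0.81 to 1.96, Fisher's exact test, two-sided p = 0.24), a difference that the test did not tell from chance. Camera found no shift of the list as a whole (adjusted p = 0.95, and adjusted p = 0.95 with an estimated correlation). The median log2 fold change was -0.01 (-0.015 to -0.002 over left-out libraries) and the mean -0.002, and the direction given by camera, down with all libraries, turned without alone library 2, 3 or 4 or co-culture library 3 or 4 (adjusted p = 0.948 to 0.999) and with either count test.

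The number of solute carriers called moved with single libraries. Without alone library 1, 28 solute carriers rose and 29 fell, 31.8% of 179 tested against 25.9% of other genes (odds ratio 1.34, 95% interval 0.96 to 1.85, Fisher's exact test, two-sided p = 0.072). The 15 rises became 9, 8, 9 and 9 without co-culture library 1, 2, 3 and 4, and 10 without alone library 3. The 11 falls became 5 without alone library 3, 6 without co-culture library 1, and 7 without alone library 4, co-culture library 3 or co-culture library 4.

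**Figure D2:**
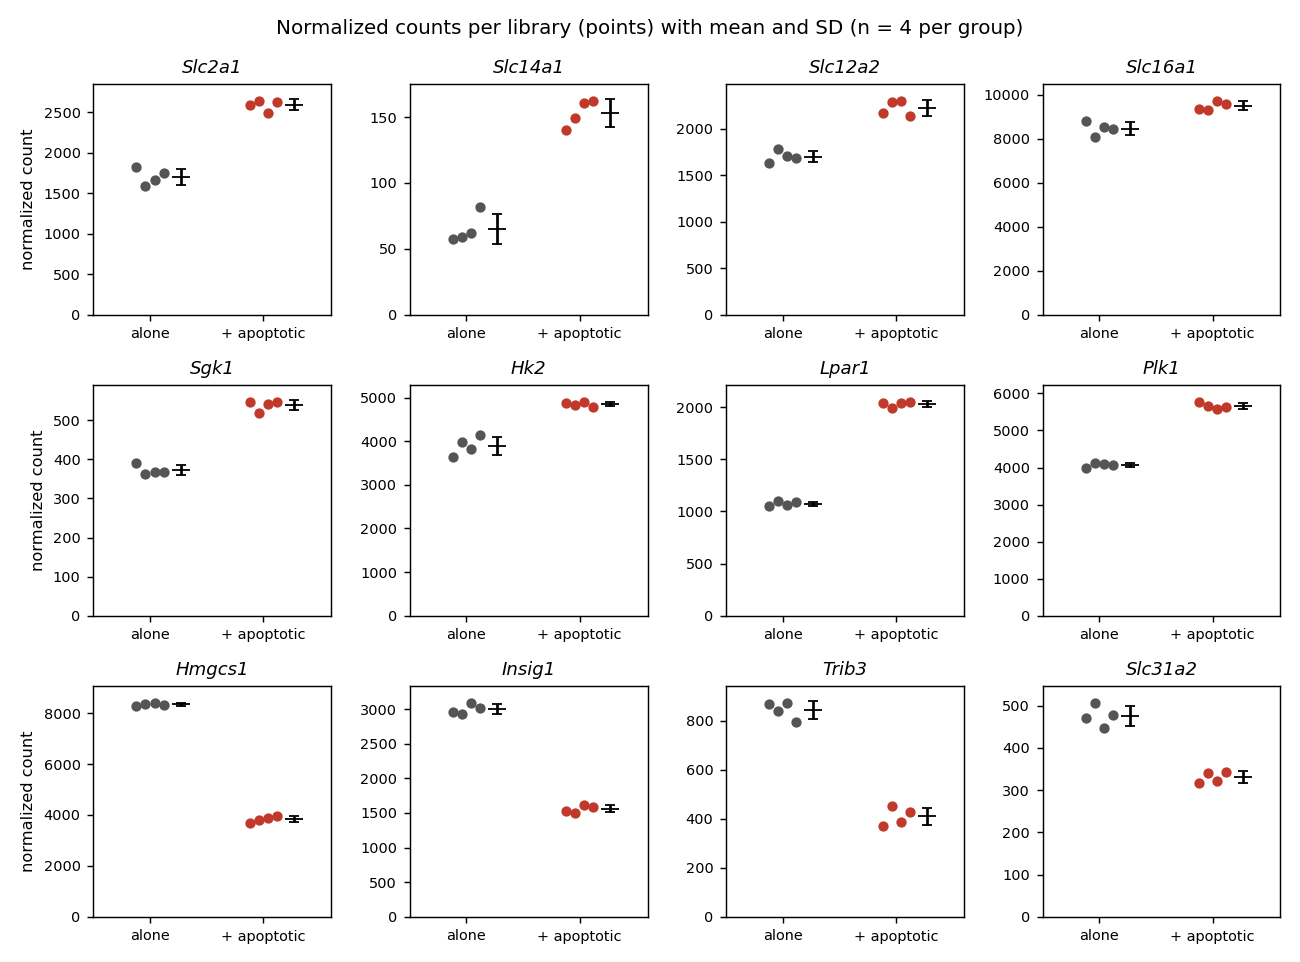
Normalized counts per library (points) with the mean and SD of 4 libraries per group, for phagocytes alone and with apoptotic cells. GLUT1 (Slc2a1) rises from a mean of 1702 to 2590 and Hmgcs1 falls from 8342 to 3840, with no overlap between the groups in any of the 12 genes shown.

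Of 20 tested genes of glycolysis and lactate handling, Slc2a1 and Slc16a1 among them, 10 rose and 10 did not pass the threshold, and 10 rose when adjusted over the list alone. Hk2, which phosphorylates glucose as it enters glycolysis, rose from 3890 ± 209 to 4847 ± 46.5 normalized counts (SD, n = 4 per group), a log2 fold change of 0.32 (SE 0.04, limma adjusted p = 0.000846). Ldha, the lactate dehydrogenase subunit, stood at 77470 ± 4825 and 80960 ± 1265 normalized counts (log2 fold change 0.07, SE 0.04, adjusted p = 0.358), and passed the limma threshold without alone library 1 (0.11, adjusted p = 0.00155) and with array weights (adjusted p = 0.00745), with a range of 0.00155 to 0.579 over the alternatives. The list was higher by camera (median log2 fold change 0.10, adjusted p = 3.1e-06), but not with an estimated correlation (adjusted p = 0.063 with an estimated correlation). The count of 10 fell to 5 without alone library 3 or co-culture library 1, and to 6 without co-culture library 3 or 4.

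Targets of the hypoxia factor HIF rose as well, 8 of 20 tested and 9 when adjusted over the list alone. Slc2a1 belongs to this list too, and P4ha1, a collagen prolyl hydroxylase subunit, rose from 5542 ± 194 to 6709 ± 123 normalized counts (log2 fold change 0.28, SE 0.03, limma adjusted p = 0.00071). By camera the list was higher (median 0.14, or 0.093 without alone library 2 and 0.095 at a mean of at least 100, adjusted p = 0.00099, and adjusted p = 0.044 with an estimated correlation). Of 17 TCA cycle genes only Ogdh, a subunit of the oxoglutarate dehydrogenase complex, passed (0.27, SE 0.06, limma adjusted p = 0.0109). Of 23 tested genes in the fatty acid oxidation list 4 rose, Acadvl by 0.13 and Pdk4, a pyruvate dehydrogenase kinase, by 0.20 among them. The others, named after their values were seen, were Cpt2 (0.12) and the lipid droplet gene Plin2 (0.15). These counts were the same when adjusted over the lists alone. Neither list shifted by camera (adjusted p = 0.59 and 0.61, and adjusted p = 0.85 and 0.87 with an estimated correlation). The medians were -0.002 and -0.01 (-0.015 to 0.027 and -0.028 to 0.024 over left-out libraries). The TCA cycle median was positive without alone library 1 or 4 or co-culture library 1, 2 or 3. That of fatty acid oxidation was positive without alone library 1 or co-culture library 1. The camera direction, up for both lists, turned without alone library 2 (adjusted p = 0.948 for each list). Without alone library 1, 3 TCA cycle genes rose. The 4 rises in fatty acid oxidation became 1 without alone library 2 or 4 and 0 without alone library 3 or any co-culture library or with the replicate block, and 1 under TMM scaling or with no filter. Acadvl lost its call in all of these (adjusted p = 0.0827 to 0.112 without a library, 0.0918 with the block, 0.0571 under TMM scaling and 0.052 with no filter). Pdk4 lost its call without alone library 3 or 4 or any co-culture library (adjusted p = 0.0546 to 0.0909).

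None of 54 nuclear oxidative phosphorylation genes passed the limma threshold, over all genes or when adjusted over the list alone, and at an unadjusted p under 0.05 there were 2, both lower. All 54 have symbols that start with Nduf or Atp5. No nuclear gene named Uqcr or Cox was among them, so the list covers only part of the respiratory chain. The count tests edgeR and DESeq2 on the recovered reads also called 0 of them, and limma without alone library 1 called 1 higher and 1 lower. Camera nevertheless called the list lower (median -0.09, adjusted p = 0.00066), a call lost with an estimated correlation (adjusted p = 0.64 with an estimated correlation) and without alone library 1 (camera adjusted p = 0.38), the library in which these transcripts stood 0.28 above the rest of its group; without it the median shrank to -0.025. The same held for 83 genes matched as ribosomal proteins (median -0.08, camera adjusted p = 0.00057, adjusted p = 0.65 with an estimated correlation, and camera adjusted p = 0.40 and a median of -0.012 without alone library 1). The 1 called member of that list, Rps6kb1 (0.16, SE 0.04, limma adjusted p = 0.0328), encodes the S6 kinase rather than a ribosomal protein, did not pass when adjusted over the list alone, and lost its call without alone library 3 or 4 or co-culture library 1, 2 or 3 (adjusted p = 0.073 to 0.104). In that list, 3 genes were higher and 1 lower by limma without alone library 1.

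Genes of cholesterol synthesis and uptake fell almost throughout. Of 21 tested, 19 fell, 20 when adjusted over the list alone, and none rose. Hmgcs1 fell by 1.12 on the log2 scale, Insig1, which retains the SREBP complex in the endoplasmic reticulum, went from 2998 ± 70.6 to 1560 ± 51.2 normalized counts (SD, n = 4 per group, limma adjusted p = 3.42e-07), and Msmo1 and Idi1, enzymes of the sterol and isoprenoid steps, fell by 0.88 and 0.76. As a list they were lower by camera (median log2 fold change -0.45, adjusted p = 5.4e-25, and adjusted p = 0.0048 with an estimated correlation).

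LXR targets and cholesterol efflux genes were not called as a list (7 tested, camera adjusted p = 0.90, and adjusted p = 0.90 with an estimated correlation), with a median log2 fold change of 0.01, which ran from -0.042 to 0.029 over left-out libraries, and a mean of -0.007. Arl4c, a small GTPase gene regulated by LXR, was the only member that rose (0.23, SE 0.05, limma adjusted p = 0.0126), a call lost without co-culture library 1 (adjusted p = 0.0523), and when adjusted over the list alone 1 member rose and 1 fell. Abca1, the cholesterol efflux pump, stood at 2269 ± 368 and 1769 ± 98.9 normalized counts (log2 fold change -0.35, SE 0.10, adjusted p = 0.0539), just outside the limma threshold. It passed without alone library 1 (-0.46, adjusted p = 2.22e-08), with the replicate block (adjusted p = 0.0244), under TMM scaling (adjusted p = 0.0453), with array weights (adjusted p = 5.47e-06), by edgeR (adjusted p = 0.0411) and by DESeq2 (adjusted p = 0.00889), with a range of 2.22e-08 to 0.152 over the alternatives. The direction camera gave for this list, down with all libraries, turned without alone library 3 or co-culture library 4 (adjusted p = 0.971 and 0.999).

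Genes of G2/M and mitosis rose with apoptotic cells. Of 33 tested, 24 rose, 29 when adjusted over the list alone, and none fell. The mitotic kinase Plk1 went from 4071 ± 58.8 to 5665 ± 77.6 normalized counts (SD, n = 4 per group), a log2 fold change of 0.48 (SE 0.03, limma adjusted p = 7.5e-06), and the spindle midzone gene Prc1 rose by 0.48 (SE 0.03). The same co-cultures held the trace T cell transcripts, of which the most abundant marker without reads in phagocytes alone, Myb, had 9.17 normalized counts. Camera called the list higher (median 0.25, adjusted p = 2.2e-23, and adjusted p = 0.0079 with an estimated correlation). Genes of G1/S and DNA replication did not shift as a list (median 0.005, 0.002 to 0.021 over left-out libraries and -0.001 under TMM scaling, camera adjusted p = 0.59, and adjusted p = 0.64 with an estimated correlation). Of 33 tested, 3 rose and 1 fell, with the same counts when adjusted over the list alone, among them Ccne1, which encodes cyclin E1 (0.41, SE 0.06, limma adjusted p = 0.00258), and the replication gene Gins3 (-0.20, SE 0.04, limma adjusted p = 0.00922). Without alone library 1, 6 of the G1/S genes rose and 3 fell, and without alone library 3 or any co-culture library 1 rose.

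More immediate early and serum response genes rose than fell. Of 31 tested, 12 rose and 3 fell, 13 and 3 when adjusted over the list alone. Egr1 went from 1911 ± 127 to 2809 ± 26.9 normalized counts (SD, n = 4 per group), a log2 fold change of 0.56 (SE 0.05, limma adjusted p = 6.8e-05), and Dusp6, a phosphatase induced by ERK signalling, rose by 0.60 (SE 0.04). The serum and glucocorticoid regulated kinase Sgk1 went from 372 ± 12.1 to 539 ± 13.7 normalized counts (log2 fold change 0.53, SE 0.05, limma adjusted p = 0.000125). The list was higher by camera (median 0.15, adjusted p = 1e-04), but not with an estimated correlation (adjusted p = 0.08 with an estimated correlation, and 0.026 without alone library 1). The 3 falls became 1, 0, 0 and 2 without co-culture library 1, 2, 3 and 4.

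Extracellular matrix genes changed in both directions, 7 of 30 higher and 3 lower, or 8 and 5 when adjusted over the list alone. The collagen VI genes Col6a1 and Col6a2 rose by 0.58 (SE 0.04) and 0.42 (SE 0.03) on the log2 scale, Col6a1 from 9418 ± 470 to 14060 ± 385 normalized counts (limma adjusted p = 2.02e-05). Of 19 TGF-beta signalling genes 6 rose, also 6 when adjusted over the list alone beside 2 that fell, among them Ltbp2, a latent TGF-beta binding protein (0.48, SE 0.08), and Id2, an inhibitor of DNA binding (0.35, SE 0.08). Camera called both lists higher (medians 0.12 and 0.10, adjusted p = 0.013 and 0.025), and neither call held with an estimated correlation (adjusted p = 0.43 and 0.21 with an estimated correlation). These medians were 0.057 and 0.074 without alone library 1. The matrix falls numbered 5 without alone library 1, 2 without alone library 4 or co-culture library 1, and 1 without alone library 3 or co-culture library 3 or 4. The TGF-beta rises numbered 4 without alone library 2 or 4, 2 without alone library 3 or co-culture library 1, 2 or 4, and 1 without co-culture library 3, and Id2 lost its call without co-culture library 2 or 3 (adjusted p = 0.0556 and 0.0601).

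Targets of ATF4, the transcription factor of the amino acid stress response, fell in part. Of 28 tested, 12 fell, 14 when adjusted over the list alone, and none rose. Trib3 went from 844 ± 35.5 to 409 ± 35.8 normalized counts (SD, n = 4 per group, limma adjusted p = 1.12e-05) and Nupr1 from 1609 ± 105 to 985 ± 37.0 (adjusted p = 3.21e-05). By camera the list was lower (median log2 fold change -0.15, adjusted p = 2.6e-09), but not with an estimated correlation (adjusted p = 0.093 with an estimated correlation, and 0.012 without alone library 1). The count of 12 became 8 without co-culture library 2. Of 19 genes of the endoplasmic reticulum unfolded protein response 2 fell, also 2 when adjusted over the list alone, namely Herpud1 (-0.39, SE 0.04) and the co-chaperone Dnajb9 (-0.28, SE 0.05), with camera adjusted p = 0.011 and adjusted p = 0.093 with an estimated correlation.

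Interferon response genes were lower with apoptotic cells. Of 21 tested, 4 fell, 13 when adjusted over the list alone, and none rose. Oasl, of the oligoadenylate synthetase family, went from 385 ± 20.8 to 249 ± 24.0 normalized counts (log2 fold change -0.63, SE 0.08, limma adjusted p = 0.00076), and Ifi44, at the low level of 19.6 ± 3.08 and 8.38 ± 2.69, fell by 1.17 (SE 0.26). As a list they were lower by camera (median -0.25, adjusted p = 1.3e-05, and adjusted p = 0.019 with an estimated correlation). The count of 4 became 12 without alone library 1, and 2 without alone library 4 or co-culture library 3 or 4.

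Lysosomal genes fell slightly, 9 of 34 tested, or 10 beside 1 that rose when adjusted over the list alone. Sqstm1 went from 2345 ± 40.6 to 1421 ± 51.3 normalized counts (log2 fold change -0.72, SE 0.04, limma adjusted p = 3.06e-06). Camera called the list lower (median -0.07, adjusted p = 9.8e-05, and adjusted p = 0.041 with an estimated correlation). The count of 9 became 14 without alone library 1 and 5 without alone library 3 or co-culture library 2 or 3.

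Of 24 engulfment genes 3 rose, also 3 when adjusted over the list alone. Elmo1 and Elmo3, adaptors of the Rac activator DOCK1, rose by 0.26 (SE 0.05, limma adjusted p = 0.00647) and 0.31 (SE 0.07, limma adjusted p = 0.0141). The list did not shift (median 0, -0.021 to 0.018 over left-out libraries and -0.007 under TMM scaling, camera adjusted p = 0.59, and adjusted p = 0.85 with an estimated correlation), and its direction, up with all libraries, turned without alone library 1 (adjusted p = 0.709). Elmo3 lost its call without co-culture library 1 or 4 (adjusted p = 0.054 and 0.0508), and the count became 1 without either of them, while 1 engulfment gene fell without alone library 1.

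Actin cytoskeleton genes gave 2 rises of 23, also 2 when adjusted over the list alone, in Actg1, cytoplasmic gamma-actin (0.30, SE 0.04), and the integrin gene Itga5 (0.21, SE 0.04), with camera adjusted p = 0.16 and adjusted p = 0.25 with an estimated correlation. Without alone library 1, 5 rose and 4 fell, and without alone library 2, 2 fell. Of 17 YAP/TAZ targets Fstl1 rose (0.25, SE 0.06) and 2 fell, 1 and 3 when adjusted over the list alone, including the kinase gene Nuak2 (-0.52, SE 0.11), with camera adjusted p = 0.51 and adjusted p = 0.64 with an estimated correlation. Fstl1 lost its limma call when any 1 co-culture library was left out (adjusted p = 0.052 to 0.061), and only 1 target fell when any 1 library other than alone library 1 was left out.

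Of 10 tested T cell markers, Cd28 was lower at 28.3 ± 3.87 and 17.6 ± 3.05 normalized counts (-0.67, SE 0.18, limma adjusted p = 0.0385), also when adjusted over the list alone, a call lost without alone library 3 or 4 or any co-culture library (adjusted p = 0.0642 to 0.0999), with no filter (adjusted p = 0.0752) and with DESeq2 (adjusted p = 0.115). Camera did not call the list (down, adjusted p = 0.36, and adjusted p = 0.43 with an estimated correlation). With no filter, 35 T cell markers were tested, 5 were higher and 0 lower by limma, and camera turned to up (adjusted p = 0.0067). Without alone library 1, 2 of these markers fell. None of 3 myeloid markers tested was called by limma, with 0 at an unadjusted p under 0.05 and 0 by edgeR and DESeq2. Of 2 epithelial markers, Cdh1, E-cadherin, fell (-0.23, SE 0.07, limma adjusted p = 0.0439), a call lost when any 1 library other than alone library 1 was left out (adjusted p = 0.0554 to 0.13), with no filter (adjusted p = 0.0749) and with DESeq2 (adjusted p = 0.0933). Of 2 histone genes H3f3b rose (0.22, SE 0.05), lost without alone library 3 or co-culture library 3 (adjusted p = 0.0505 and 0.0521). The 1 mitochondrially encoded gene tested had a log2 fold change of -0.21, which was -0.064 without alone library 1, and was not called by limma, edgeR or DESeq2, nor at an unadjusted p under 0.05.

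**Figure D3:**
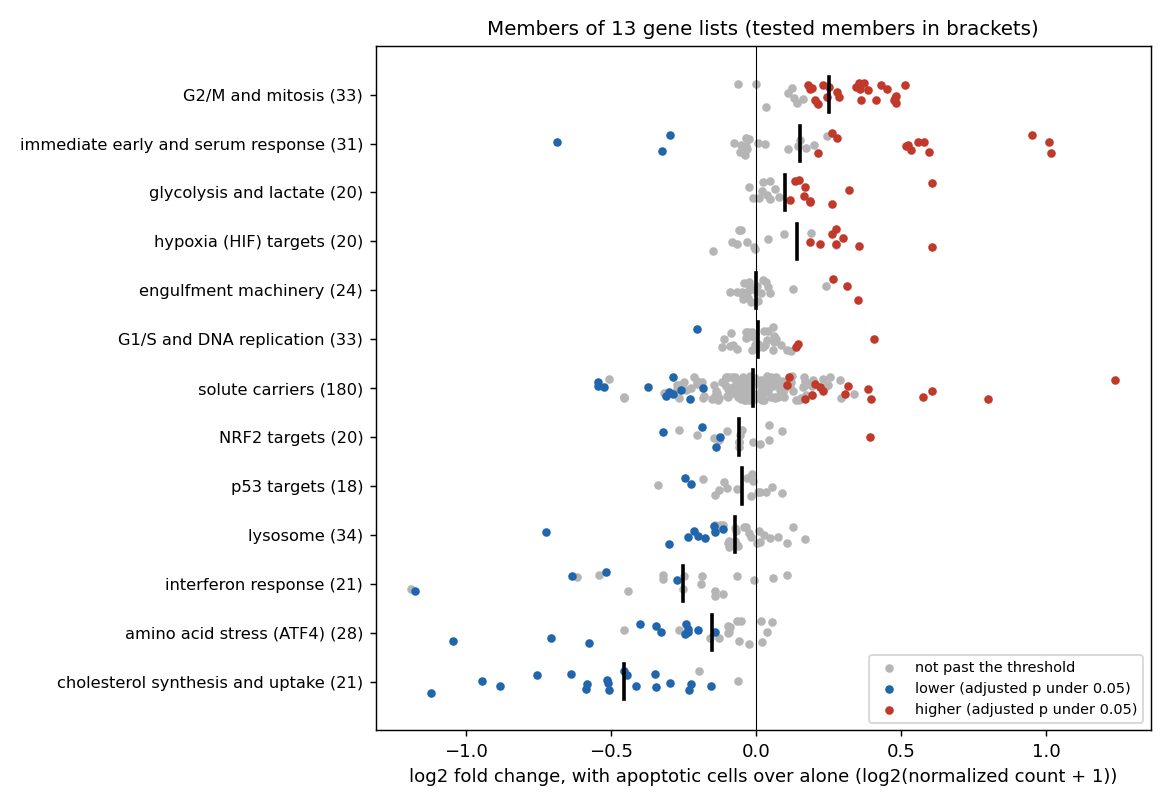
Log2 fold changes (co-culture over alone) of the tested members of 13 gene lists, with black bars at the list medians and coloured points for members past the limma threshold. The cholesterol list lies lowest with a median of -0.45 and 19 of 21 members lower, and the G2/M list highest with a median of 0.25 and 24 of 33 members higher.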

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

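The tests of depth, dominant genes and RNA quality in alone library 1, of carried-over T cell transcripts, of LXR targets and of serum or medium were chosen only after the results were seen. The splits of the libraries, the swapped label, low-count noise, mitotic carry-over and the effect of 1 deviating control library on the cholesterol genes were set out beforehand.

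Of 146 groups of 4 values examined, 9, all of named genes, held a library far from the rest of its group. Chance gives about 1 in 20 groups, which is close to these 9 of 146. In 5 of them the library was alone library 1. It had 10680 normalized counts of Fstl1 where the others had 12780 to 12880, 9329 of H3f3b against 8028 to 8189, 3409 of Idi1 against 3189 to 3226, 3886 of Ogdh against 4564 to 4682, and 1630 of Slc45a1 against 1499 to 1516. Co-culture library 2 had 826 normalized counts of Gins3 against 785.8 to 792.5, 3213 of Plk2 against 2899 to 2926 and 518.6 of Sgk1 against 542.9 to 547.1. Alone library 4 had 102.4 of Slc6a4 against 111.7 to 113. Reads of genes too low to be tested appeared in the co-cultures with 0 in phagocytes alone. In the T cell list there were 36 of Myb, 24 of Evl and 12 of Arhgdib. Genes outside that list had such reads too, among them 52 of LOC100751893, 45 of LOC100773403 and 32 of Cyfip2.

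Chance could be excluded for the count of called genes, since among 35 splits of the 8 libraries into 4 and 4 only 1, the real one, reached 1574, and the highest of the others was 0 by limma, with 1441 genes at an unadjusted p under 0.05 against 3571. The 26 solute carriers of the real split, against 0 in the others, give no separate evidence, because the other splits called no gene of any kind. For gene lists called by camera the real split gave 16 and the highest other 13, again with only 1 split as high. The other splits called 2 to 13 lists although they called no gene. With 16 so close to 13, the highest rank among 35 splits does not exclude chance for the count of lists.

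Alone library 1 differed from the rest of its group in many genes at once. Its 26.3 M reads lay inside the 22.7 to 29.7 M reads of the other libraries, which argues against depth, and the SD over genes of its log2 deviation was 0.249, against 0.084 to 0.146 for the other alone libraries on the same basis and at most 0.095 when alone library 1 was kept out of their comparison, which argues against a few genes that take reads from all others. On genes called without it, it lay 0.14 of the way from the other alone libraries to the co-cultures, which argues against a swapped label. Its ribosomal protein transcripts stood 0.28 above the rest on the log2 scale and its oxidative phosphorylation transcripts also 0.28, against at most 0.06 in any other library set against its group without alone library 1, as a difference in RNA quality or fragment length that favours short mRNAs could give. A culture in another growth state, which the labels do not record, was not tested and stays open.

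T cell transcripts were seen in the co-cultures at trace level, 165 reads of 30 markers against 18 in phagocytes alone. Low-count noise is argued against for trace transcripts as a set. There were 36 genes with no read in the 4 alone libraries and at least 1 in each co-culture. The highest of 68 other choices of 4 libraries gave 16. Of the 36, only Myb, Evl and Arhgdib are in the T cell list. That list holds 43 symbols of the table, so absence from it does not show where a transcript came from. The source of the other genes, Satb1, Dock2 and Slamf6 among them, was not tested. The test therefore neither singles out T cell transcripts nor excludes T cells as the source of the 36. RNA carried over from the Jurkat cells is a candidate source: 19 markers had more reads in the co-cultures and 2 had fewer, while of myeloid markers 1 had more and 4 had fewer, but epithelial markers, an equal control in the plan that was left out of this comparison when it was written after the data were seen, also had 3 with more and 1 with fewer (10 reads alone and 23 in the co-cultures), so the 3 to 1 ratio does not set T cell markers apart; the most abundant T cell markers were Myb at 9.17 and Evl and Lef1 at 6.29 normalized counts. The T cell list holds genes that LR73 cells also express, among them Lmo2, Gata3, Tcf7, Runx1, Stk17b, Lcp1 and Lat, which were not among the 30. As the source of the mitotic rise such RNA is argued against, because the smallest excess of a called mitotic gene was 128 normalized counts (median 852) and the largest of a marker the phagocytes lack 9.17, although how well human reads of each gene map to hamster is not known.

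Cholesterol synthesis genes fell as a list. A single deviating control library is argued against, since camera gave an adjusted p of 1.4e-31 without alone library 1. Sterol from the engulfed cells may lower these genes, which is a hypothesis. Such sterol could also engage LXR. The median log2 fold change of 7 LXR list members was 0.014 with an SD of 0.202. List members went both ways. Arl4c rose by 0.23 (limma adjusted p = 0.0126). Abca1 stood at -0.35 (limma adjusted p = 0.0539), or -0.46 without alone library 1, and Srebf1 at -0.12. The list therefore decides nothing. Fresh serum or medium added with the apoptotic cells could act too, and 12 immediate early genes were higher, but the labels record no mock addition, so serum and engulfment cannot be told apart for these genes.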

How the results depend on the processing

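The count tests, TMM scaling, array weights and renamed LOC symbols were chosen only after the data were seen. Of 71 named genes with a fit, 55 kept their direction and their side of the threshold under every alternative run, and 13 lost their call in at least 1. Of 27 tested lists, 16 kept their camera direction and their side of the threshold under every alternative run, 4 lost their call in at least 1, 1 gained a call and 6 turned direction. The number called by camera stayed within 1.5 times that of the main test in all. Filters, pseudocounts, edgeR, DESeq2 and TMM scaling left the counts of called genes within 1.5 times those of limma. Leaving out 1 library gave 416 to 1811 genes higher and 356 to 1694 lower, and 8 to 28 solute carriers higher and 5 to 29 lower, with the highest values without alone library 1. Array weights gave 1804 genes higher and 1674 lower, and 27 and 30 solute carriers. They gave 13 interferon genes and 7 p53 targets lower in place of 4 and 2. Smaller groups lower the counts by construction; why alone library 1 raised the spread was not settled.

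The camera direction of the solute carriers turned at a mean of at least 100 (adjusted p = 0.94), with edgeR (0.82, and 0.81 with median-of-ratios factors) and with DESeq2 (0.81), and over left-out libraries p ran from 0.71 to 1. Left-out libraries also turned the direction of lists that were never called: TCA cycle (0.085 to 0.95), fatty acid oxidation (0.18 to 0.95), LXR (0.48 to 1) and engulfment (0.39 to 0.71). With no filter, engulfment turned (0.88), and T cell markers turned from down to up and passed (0.0067), since low genes then enter the list. Slc12a4 ran from -0.024 to 0.047 over left-out libraries and was -0.004 with array weights. For these turns other than the T cell list the cause was not tested.

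The replicate block gave 498 genes higher and 400 lower, with 11 and 6 solute carriers, and it changed no list call, but it ended the calls of 6 named genes (Acadvl, Cd28, Cdh1, Cnksr2, Pdk4 and Rps6kb1) and gave one to Abca1. The numbers do not appear to pair the libraries: deviations of same-numbered libraries correlated at -0.03, 0.18, 0.12 and -0.26, and alone library 1 correlated best with co-culture library 4 (0.41). At 22.7 to 29.7 M reads, genes with a mean under 10 normalized counts, Slc16a3 and most T cell markers among them, were too low to be tested, and in simulation 41.8% of 1.2-fold changes were recovered.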

Other observations

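The tests reported in this part on the G2/M score and on renamed genes, and the edgeR and DESeq2 tests, were chosen only after the results were seen; the gene lists were set out beforehand. Heat shock genes rose in part, 5 of 16 tested and 6 beside 1 lower when adjusted over the list alone. Hspa8, the constitutive Hsp70 chaperone, went from 44260 ± 2412 to 55690 ± 703 normalized counts (SD, n = 4 per group, log2 fold change 0.33, SE 0.04, limma adjusted p = 0.000621), and Hsp90aa1 rose by 0.17 (SE 0.03). Camera called the list higher (median 0.06, adjusted p = 0.013), lost without alone library 2 (adjusted p = 0.0805, range over alternatives 0.000205 to 0.0805) and with adjusted p = 0.43 with an estimated correlation. The count became 9 beside 1 lower without alone library 1, and 3 without co-culture library 3. Of 20 NRF2 targets, Hmox1, heme oxygenase, rose from 2238 ± 34.1 to 2940 ± 85.2 normalized counts (0.39, SE 0.03, limma adjusted p = 7.82e-05) while 4 fell, the same counts when adjusted over the list alone, among them Gclm, a subunit of the enzyme that makes the glutathione precursor (-0.19, SE 0.04). Camera called this list lower (median -0.06, adjusted p = 0.031, and adjusted p = 0.19 with an estimated correlation), but not without co-culture library 2 (adjusted p = 0.0613) nor with edgeR or DESeq2 (adjusted p = 0.13 and 0.125, range over alternatives 0.0161 to 0.132). The 4 falls became 2 with no filter or without alone library 2, 3 or 4, 0 without co-culture library 1 and 1 without co-culture library 2, 3 or 4, and Gclm lost its limma call without co-culture library 1 or 2 (adjusted p = 0.0524 and 0.0506).

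Of 18 p53 targets 2 fell, 5 when adjusted over the list alone: Plk2 (-0.25, SE 0.04, limma adjusted p = 0.00427) and the death receptor gene Fas (-0.22, SE 0.05, limma adjusted p = 0.0203). Camera called the list lower (median -0.05, adjusted p = 0.016, and adjusted p = 0.093 with an estimated correlation). The median was -0.115 when alone library 1 was left out. Without alone library 1 or 2, 9 or 4 fell, and without co-culture library 2, 3 or 4 only 1, where Fas had adjusted p = 0.0509 to 0.068. Apoptosis regulators went both ways, 2 of 24 higher and 6 lower, 3 and 8 when adjusted over the list alone, among them Casp8, an initiator caspase (0.32, SE 0.06), and the survival gene Bcl2l2 (-0.29, SE 0.04), with no camera call (median -0.02, -0.046 to -0.01 over left-out libraries, camera adjusted p = 0.34, and adjusted p = 0.43 with an estimated correlation). Those counts were 4 and 8 without alone library 1, 1 and 3 without alone library 3 or co-culture library 3, and 1 and 1 without alone library 4 or co-culture library 1, 2 or 4, and 1 was higher with no filter. NF-kB and cytokine genes also went both ways, 2 of 24 higher and 4 lower, 3 and 8 when adjusted over the list alone, among them Tnfaip3, an inhibitor of NF-kB signalling (0.23, SE 0.03), and the NF-kB subunit gene Relb (-0.38, SE 0.06). Camera missed the threshold (median -0.06, adjusted p = 0.07, and adjusted p = 0.43 with an estimated correlation) and passed it with no filter and without alone library 2 or 4 (adjusted p = 0.0161, 0.0464 and 0.0389, range over alternatives 0.0161 to 0.245). The median shrank to -0.005 without alone library 1 and -0.035 without co-culture library 3. The 4 falls became 8 without alone library 1 and 2 without co-culture library 1, and the 2 rises 1 without alone library 3 or co-culture library 1 or 2.

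Of the 661 genes listed under a LOC number that have another symbol, 43 were called. The sterol enzyme gene Sqle was among them, at 1118 ± 60.3 and 698 ± 6.25 normalized counts (log2 fold change -0.68, SE 0.05, limma adjusted p = 2.02e-05), as was Gadd45a (-0.60, limma adjusted p = 0.00151), both named after their values were seen. The mean log2 level of the G2/M list less that of the G1/S list went from 0.281 ± 0.016 to 0.536 ± 0.016 (SD, n = 4 per group). The change was 0.255 (exact two-sided permutation p = 0.0286, the smallest 4 against 4 libraries can give). This score was chosen after the G2/M list was seen to rise and the G1/S list not to shift. Its p therefore restates that result and gives no separate evidence.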
